A study of Mus musculus with 90 samples. Its data were reported in "Poised PABP–RNA hubs implement signal-dependent mRNA decay in development" (2024).

How the data were processed

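SLAMseq libraries of mouse embryonic stem cells were analysed from 3 deposited tables, for WT naive cells, for WT and KO priming cells, and for iLIN28A-GFP cells. The deposited values are a fraction per 3′UTR, the T>C conversion rate, which the authors obtained from 3′ end libraries by trimming (cutadapt 1.18 in the submitters' processing notes), conversion-aware mapping with Slamdunk to mm10, removal of variant positions and division of conversions by the T positions covered. A rate of 0 can mean no conversion or no coverage, and neither read counts nor coverage were used here, so the depth is unknown. The rate is the labelled part of all reads of a transcript. It falls with decay and with dilution by new transcripts, so a drop in synthesis slows its fall. No library without 4-thiouridine was analysed here, so the background subtraction that the study describes was not repeated.

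All 90 columns were matched to samples by name. The names of 5 columns give 2.5 h where their samples are labelled 3 h, and 3 h was used. Per comparison, 3′UTRs with a mean rate of at least 0.005 and a rate above 0 in at least 80% of libraries were tested with limma 3.58.1 in R 4.3.3 (empirical Bayes with trend) on log2(rate + 0.001), for the difference between conditions in slope over chase time, two-sided, with Benjamini-Hochberg adjustment at 0.05. A slope difference is on this log2(rate + pseudocount) scale and understates changes of low rates, and a positive one means slower loss in the condition named first. Half-lives came from an exponential fit, which the study describes too; here the curve was fixed at 1 at 0 h and fitted by least squares to rates divided by their 0 h mean. They were kept above an R2 of 0.6 in both conditions. The fit was a direct search for the decay rate, checked against the nlsLM function of minpack.lm 1.2.4. The study names this package but not the function. Between the search and nlsLM 5 of 75300 fits differed by over 0.001 per h. A fit that did not fall counted as an infinite half-life in medians. Replicate curves joined libraries of 1 replicate number and were compared by exact permutation tests. WT priming replicate 2 has no 3 h library. Nothing in the labels shows that numbered replicates were separate cultures, so p-values measure the spread between these libraries, which may be technical.

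Gene lists (naive regulon, primed markers, general pluripotency, immediate early and ERK response, let-7 targets, cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis, Zfp zinc fingers, G2/M cell cycle, mRNA decay and PABP, cholesterol synthesis, primitive endoderm, fibroblast and 2-cell-like markers, p53 response) were fixed before the data were examined, and tested with camera (preset correlation 0.01, then estimated) and fry. The regulon list follows the study. Named genes were the regulon members listed, primed markers past the threshold, the 10 largest rises and falls of the slope that passed with good fits in both conditions (unnamed gene models left out, and where none passed the 5 of lowest p per side among those with good fits in both conditions) and the 2 to 4 members of lowest p per list. The value of 1 such member is not reported here. A gene with several 3′UTRs was represented by that with the fewest zeros, then the longest. Map3k5 falls outside this rule and was chosen after its values were seen, because all 5 calls of that comparison are given.

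Same-numbered libraries of 2 conditions did not deviate together (correlations from -0.0302 to 0.0268 in the naive and priming comparisons, 0 above 0.1). They were treated as unpaired. In the iLIN28A-GFP line each replicate name marks the same clone with and without dox, which pairs them. Their deviations correlated at only 0.00147 on average, so this check cannot show whether the naive and priming libraries are paired. The exact sign-flip test of the clone pairs was chosen after seeing the data. The slope test was tested on simulated data made from the fitted means and spreads. Per comparison 50 3′UTRs were given each size of change and most were left unchanged. The recovered shares therefore do not give the power for a broad shift. Alternatives covered pseudocounts, filters, centring, background, the replicate block, chase times, replicates left out and the curve fit.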

Results

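SLAMseq was used to follow the loss of labelled mRNA in mouse embryonic stem cells. In this assay 4-thiouridine is built into new RNA, the cells are moved to an excess of uridine, and alkylated 4-thiouridine is read as a T-to-C conversion in sequenced 3′ ends. The measurement was the T>C conversion rate of each of 29015 3′UTRs in 90 libraries. Wild-type (WT) naive cells, kept under MEK and GSK3 inhibition with LIF, were chased for 0, 1, 2, 3, 4 and 6 h, with 3 libraries per time and 4 at 3 h. WT priming cells and Lin28a-knockout (KO) priming cells, both exposed to activin A and FGF2, were chased for 0, 1, 3 and 6 h, with 3 libraries per time and 2 for WT priming at 3 h. Cells of the inducible iLIN28A-GFP line, untreated or given doxycycline (dox), were chased for 0, 1, 2, 3, 4 and 6 h with 4 libraries per time, from clones A1 and A3. The number of reads behind each rate is unknown, so no counting interval could be given. Among the 8539 3′UTRs that passed the filter on the rate over all 90 libraries, the share at a rate of 0 ranged from 0.0117% to 41.3% per library and was highest in dox-treated cells at 6 h.

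Label was lost in all 5 conditions, from different starting points. Over the same 8539 3′UTRs, the median rate per library at the start of the chase was 2.00% ± 0.0225 (SD, n = 3) in WT naive, 1.54% ± 0.0858 (SD, n = 3) in WT priming and 1.03% ± 0.0851 (SD, n = 3) in KO priming cells. After 6 h it was 0.894% ± 0.0260 (SD, n = 3), 0.410% ± 0.0433 (SD, n = 3) and 0.355% ± 0.0785 (SD, n = 3). In KO priming cells the rate at 3 h was still 0.942% ± 0.0673 (SD, n = 3). Untreated iLIN28A-GFP cells started at 2.45% ± 0.0991 (SD, n = 4) and ended at 0.378% ± 0.0434 (SD, n = 4).

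**Figure D1:**
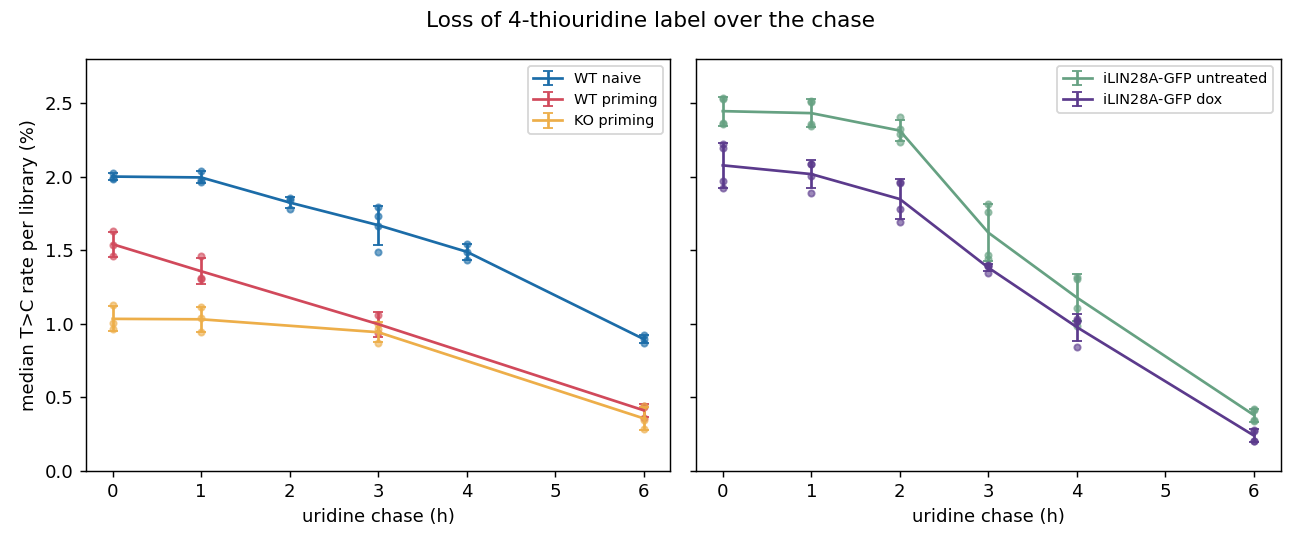
Median T>C conversion rate per library over 8539 3′UTRs (percent, vertical axis) against hours of uridine chase (horizontal axis); points are libraries, lines join group means and bars are SD. KO priming libraries start near 1.03% and stay close to that level until 3 h. WT naive libraries start at 2.00% and also fall little at first (1.99% at 1 h). WT priming libraries fall from 1.54% at 0 h to 1.36% at 1 h.

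The first comparison addressed whether mRNA decay changes when naive cells enter priming. Transcripts lost label faster in WT priming than in WT naive cells, and this held for most of the transcriptome. Of 10171 3′UTRs tested, 879 lost label faster and 6 more slowly in WT priming cells (limma, Benjamini-Hochberg adjusted p under 0.05), and 77.1% had a steeper slope. The median slope was -0.30 log2 units per h in WT priming against -0.20 in WT naive cells. Among 1659 3′UTRs that fitted an exponential in both conditions, the median half-life was 2.42 h in WT priming and 3.30 h in WT naive cells. The median log2 ratio of half-lives, -0.51, was -0.25 with a log-linear fit and -1.05 without the R2 limit. Per replicate curve the medians were 2.45 h ± 0.220 (SD, n = 3) and 3.32 h ± 0.124 (SD, n = 3), with no overlap between curves (exact two-sided permutation p = 0.1, the smallest that 3 against 3 allows). The count of calls fell to 2 without the 6 h libraries, to 38 without the 0 h libraries and to 35 without replicate 3, and when each library was centred on its median 3′UTR 192 were slower and 42 faster. The naive and priming libraries stand in separate tables, so that state and batch cannot be told apart.

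The naive mRNA regulon, a set of transcription factor and chromatin regulator mRNAs of naive pluripotency, had a shorter median half-life in WT priming cells. No test of the regulon as a whole passed. Its median half-life was 2.14 h in WT priming and 3.18 h in WT naive cells over 17 members, a median change in decay rate of 37.3%, against 42.4% over 1639 other 3′UTRs. Half-lives were shorter for 16 of the 17. Regulon replicate curves gave 2.17 h ± 0.128 and 2.98 h ± 0.111 (SD, n = 3 each, exact two-sided permutation p = 0.1, the smallest possible). The median log2 ratio of the regulon, -0.46, was -0.19 with a log-linear fit. No difference from other genes was detected (camera adjusted p = 0.90 with the preset correlation, 0.94 with an estimated correlation), and 0 of 22 members passed as faster, over all 3′UTRs or adjusted over the list alone. The exception was Klf4, a naive pluripotency factor, which lost label more slowly in WT priming cells, with a slope difference of 0.17 ± 0.037 log2 units per h (SE, limma adjusted p = 0.0065). Klf4 (chromosome 4, 55527137 to 55528124, mm10) had a half-life of 5.17 h in WT priming and 3.18 h in WT naive cells. The Klf4 call was lost without replicate 2 (0.13, limma adjusted p = 0.15), without replicate 3 (0.20, adjusted p = 0.060), without the 6 h libraries (0.10, adjusted p = 0.78) and without the 0 h libraries (0.18, adjusted p = 0.067). The slope differences of the other members named in advance were -0.066 ± 0.055 for Esrrb, -0.066 ± 0.050 for Klf2, -0.018 ± 0.057 for Nanog, -0.079 ± 0.049 for Sox2, -0.00051 ± 0.051 for Tbx3 and -0.050 ± 0.058 for Zfp42 (SE), and none passed.

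**Figure D2:**
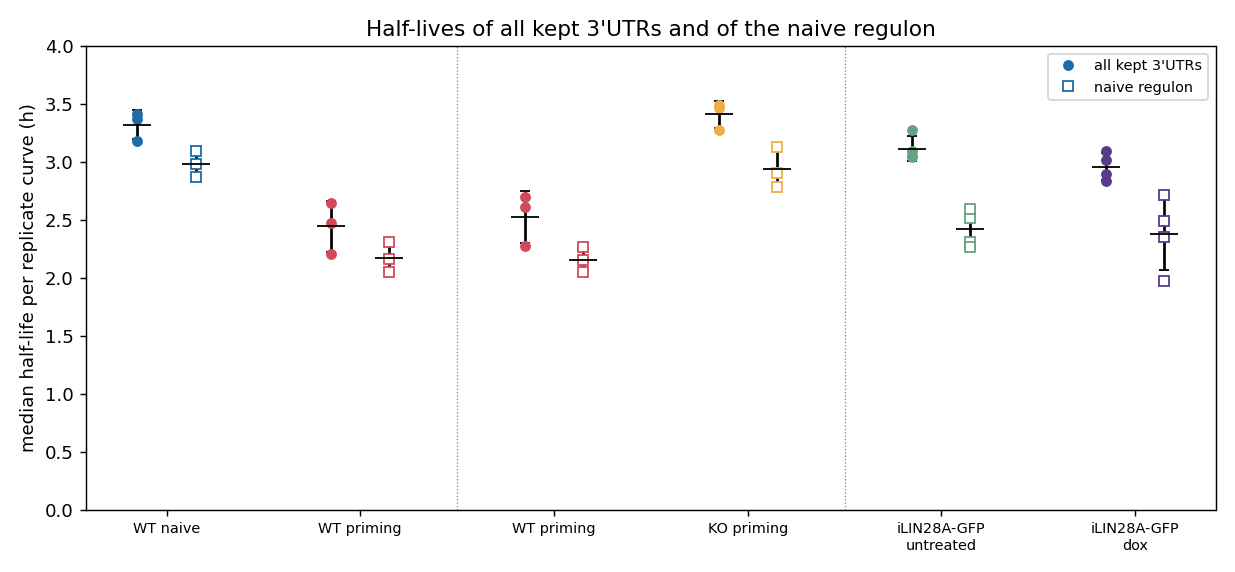
Median half-life per replicate curve (hours, vertical axis) for all kept 3′UTRs (filled circles) and the naive regulon (open squares) in each condition; bars are mean and SD, and dotted lines part the comparisons. In WT priming cells the regulon averages 2.17 h against 2.98 h in WT naive cells. The medians over all kept 3′UTRs average 2.45 h against 3.32 h. Each difference has an exact two-sided permutation p = 0.1, the smallest possible.

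Several gene groups fixed before the data were examined had members that lost label faster in WT priming cells. These calls rest on few libraries: of the 45 named 3′UTRs called between these states, 40 of the 44 still tested lost the call without replicate 3, 30 of 45 without replicate 1, 30 of 45 without replicate 2, 38 of 44 without the 0 h libraries and 45 of 45 without the 6 h libraries. With libraries centred on their median 36 of 45 lost it, and the calls of Insig1, Cnot7, Atp7a and Myo19 were among the 9 that stayed. Of 19 cholesterol synthesis genes 8 were faster and 0 slower (13 adjusted over the list alone), including Insig1 (-0.30 ± 0.040), Cyp51 (-0.22 ± 0.047) and Fdft1 (-0.25 ± 0.054; slope differences in log2 units per h ± SE). The list differed from other genes with the preset correlation (camera adjusted p = 9.6e-06) but not with an estimated correlation (adjusted p = 0.31). Of 22 G2/M cell cycle genes 8 were faster, among them Top2a (-0.19 ± 0.031) and Ccnb1, cyclin B1 (-0.15 ± 0.041), and of 17 p53 response genes 5 were faster, among them Ccng1 (-0.18 ± 0.037) and Mdm2 (-0.16 ± 0.043). These lists had camera adjusted p = 0.0065 and 0.047, and both calls were lost with an estimated correlation (adjusted p = 0.67 for each). General pluripotency genes had 5 of 15 faster, led by Tdgf1 (-0.20 ± 0.036) and Dppa2 (-0.17 ± 0.046). Of 23 let-7 targets 4 were faster, including Rrm2 (-0.20 ± 0.038) and Nras (-0.13 ± 0.029), and of 35 mRNA decay and poly(A)-binding genes 6 were faster, including Cnot7, a deadenylase subunit (-0.25 ± 0.040), and Cnot4 (-0.28 ± 0.069). Camera adjusted p for these last 3 lists were 0.14, 0.48 and 0.66. With fry, which asks whether the genes of a list move one way and does not compare them with other genes, these 3 lists moved toward faster loss (adjusted p = 0.0037, 0.019 and 0.040), as did cholesterol synthesis, G2/M and p53 response genes (0.00085, 0.0038 and 0.0015). No other list passed with fry, here (0.17 for the naive regulon) or in the other 3 comparisons (lowest adjusted p = 0.15, 0.47 and 0.95). Adjusted over the list alone, 7 general pluripotency, 5 let-7, 7 mRNA decay and 7 p53 response genes were faster, as were 11 G2/M genes beside 1 slower.

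Oxidative phosphorylation genes had 0 of 76 members called and a median slope difference of 0.0083 log2 units per h, with Cox7c at 0.40 ± 0.15 and Atp5s at -0.28 ± 0.11 (SE). Cytosolic ribosomal protein genes had 1 of 80 called, Rpl10l (-0.11 ± 0.029), while Rpl7 was at -0.13 ± 0.042. Relative to other genes both lists were shifted toward slower loss (camera adjusted p = 1.4e-07 and 0.00021), and neither call held with an estimated correlation (adjusted p = 0.31 and 0.67). Zfp zinc finger genes had 8 of 219 faster, among them Zfp692 (-0.36 ± 0.079) and Zfp777 (-0.22 ± 0.059), with 1 faster adjusted over the list alone; camera gave adjusted p = 0.011 toward slower loss relative to other genes, and adjusted p = 0.67 with an estimated correlation. No member was called over all 3′UTRs among 9 primed markers (Zic5, -0.13 ± 0.072, and Dnmt3a, -0.13 ± 0.082), 17 immediate early and ERK response genes (Spred1, -0.20 ± 0.067, and Zfp36l1, -0.15 ± 0.053), 4 primitive endoderm markers (Sparc, 0.068 ± 0.026, and Lamb1, -0.15 ± 0.100), 2 fibroblast markers (Vim, -0.19 ± 0.072, and Fn1, -0.0034 ± 0.030) and 4 markers of 2-cell-like cells (Zscan4c, -0.27 ± 0.11, and Zscan4d, -0.53 ± 0.28). Glycolysis had 1 of 18 called, the glucose transporter gene Slc2a3 (-0.12 ± 0.030), with Pfkp at -0.065 ± 0.039. Adjusted over the list alone, Vim of the fibroblast markers was also faster. Camera adjusted p for these lists were 0.48 for primed markers, 0.58 for immediate early genes, 0.087 for primitive endoderm, 0.86 for fibroblast, 0.90 for 2-cell-like and 0.38 for glycolysis genes.

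Among single genes that passed with good fits in both states, the largest falls of the slope were in Atp7a, a copper transporter (-0.38 ± 0.069), Myo19, a mitochondrial myosin (-0.36 ± 0.066), Zfas1 (-0.31 ± 0.061), Spic (-0.30 ± 0.070) and Dio3 (-0.29 ± 0.088). Fgfr1op (-0.28 ± 0.073), Jdp2 (-0.28 ± 0.091), Pja2 (-0.28 ± 0.062), Med20 (-0.28 ± 0.062) and Cdc42ep3 (-0.27 ± 0.087) followed. The half-life of Atp7a was 2.53 h in WT priming against 5.63 h in WT naive cells, and that of Myo19 was 1.61 h against 3.18 h. Besides Klf4, slower loss was called for Gsg2 (0.61 ± 0.18), the noncoding RNA Snhg9 (0.17 ± 0.036), Olfr1459 (0.15 ± 0.043) and Arcn1 (0.15 ± 0.037). Gsg2 was listed at 0 in each WT naive library at 6 h and Spic in each WT priming library at 6 h, where the log value is that of the pseudocount, and both calls were lost at a pseudocount of 0.002 (limma adjusted p = 0.052 and 0.095). Of the 45 named calls 10 were lost at that pseudocount, those of Dio3, Jdp2 and Cdc42ep3 among them. The calls of these 3 genes were also lost with the replicate block. Zfas1 and Dio3 changed sign without the 6 h libraries.

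The second comparison asked whether decay in priming cells depends on Lin28a. The knockout strategy that the study details removes an exon outside the sequenced 3′ tag. The study mentions another strategy too and does not state which made these cells. The rates carry no abundance, so that Lin28a itself does not check the genotype. Lin28a was at 0.980% ± 0.330 (SD, n = 3) at 0 h in KO priming and 1.65% ± 0.530 (SD, n = 3) in WT priming cells. Half-lives were longer in KO priming cells in each replicate curve, with a smallest possible p above the threshold. The median half-life over 2093 3′UTRs was 3.34 h in KO priming and 2.51 h in WT priming cells, and replicate curves gave 3.41 h ± 0.116 (SD, n = 3) and 2.53 h ± 0.225 (SD, n = 3), without overlap (exact two-sided permutation p = 0.1, the smallest possible). KO priming cells also held less label at 0 h, 1.05% ± 0.0867 (SD, n = 3) against 1.57% ± 0.0856 (SD, n = 3) over the 3′UTRs tested here (exact two-sided permutation p = 0.1). For the naive regulon the medians were 2.94 h and 2.13 h over 16 members, 15 of them longer in KO priming cells. Its replicate curves gave 2.94 h ± 0.173 and 2.16 h ± 0.109 (SD, n = 3 each, exact two-sided permutation p = 0.1). With limma 0 of 22 members passed, and fry gave adjusted p = 0.25 for the list. The median log2 ratio of half-lives, 0.44, was 0.28 without the 5 libraries whose chase time is in doubt, 0.27 with a log-linear fit and 0.77 without the R2 limit. That of the regulon, 0.49, was 0.29 without those libraries and 0.24 with a log-linear fit. Its median change in decay rate was -28.6%, against -26.2% over 2076 other 3′UTRs, and no difference between the list and other genes was detected (camera adjusted p = 0.13 with the preset correlation, 0.97 with an estimated correlation).

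Few single transcripts passed between the genotypes. Of 10402 3′UTRs, 3 lost label more slowly and 2 faster in KO priming cells (limma, all at adjusted p = 0.046), while 993 had an unadjusted p under 0.05, 942 of them slower. The slower ones were Map3k5, a stress-activated kinase (0.32 ± 0.059), Pafah1b2 (0.19 ± 0.036) and CH25-588N10.2 (0.40 ± 0.076), and the faster ones were Zfp566 (-0.54 ± 0.096) and Ddias (-0.42 ± 0.069, SE). The count was 0 when any 1 replicate number was left out and 13 (all slower) without the 6 h libraries. It was 26 (20 slower, 6 faster) without the libraries whose chase time is in doubt. With libraries centred on their median it was 26 (3 slower, 23 faster). Of the 5 named calls 0 were among the 13. All 5 were also lost at a pseudocount of 0.002 and with robust variance moderation. The same held without the 0 h libraries and with the 0 h and 6 h libraries alone. All 5 stayed without the libraries of doubtful time, and 3 stayed with centring. With 2.5 h for the libraries of doubtful time the count was again 5, but only 3 of the named calls stayed. Those of Pafah1b2 and CH25-588N10.2 were lost there. In simulations of this comparison 14% of 3′UTRs with a change of 0.2 log2 units per h and 54% of those with 0.5 were recovered. There 10202 3′UTRs were unchanged, unlike in the broad shift seen here. No list differed from other genes (lowest camera adjusted p = 0.13 with the preset correlation, 0.97 with an estimated correlation). Adjusted over the list alone, 2 let-7 targets, 7 Zfp genes and 1 marker of 2-cell-like cells were slower and 2 Zfp genes faster. Klf4 was at -0.14 ± 0.057 (adjusted p = 0.45). Other regulon slope differences were 0.12 ± 0.074 for Esrrb, 0.094 ± 0.057 for Klf2, 0.10 ± 0.054 for Nanog, 0.086 ± 0.052 for Sox2, 0.078 ± 0.052 for Tbx3 and 0.019 ± 0.085 for Zfp42 (SE).

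KO priming cells were also set against WT naive cells. Replicate curves gave median half-lives of 3.04 h ± 0.110 (SD, n = 3) in KO priming and 3.08 h ± 0.109 (SD, n = 3) in WT naive cells (exact two-sided permutation p = 0.5), and for the naive regulon 2.90 h ± 0.130 and 2.96 h ± 0.114 (SD, n = 3 each, exact permutation p = 0.6). This closeness depends on the settings. The median log2 ratio of half-lives, -0.079, was -0.17 with 2.5 h for the 3 libraries whose chase time is in doubt, -0.26 without them, -0.31 without the R2 limit and -0.21 with a background of 0.002 subtracted, and 0.0087 with a log-linear fit. That of the regulon, -0.056, ranged over all settings from -0.15 to 0.11. Of 9721 3′UTRs 1 passed, Ddias, which lost label faster in KO priming cells (-0.39 ± 0.069, limma adjusted p = 0.034). The KO libraries are those of the previous comparison, so the Ddias calls are not independent. The call against WT naive cells was lost without replicate 1, 2 or 3, at a pseudocount of 0.002 and without the 6 h libraries. It was also lost with naive times of 0, 1, 3 and 6 h alone and with the 0 h and 6 h libraries alone. Without the 0 h libraries it was lost too, and the 1 call there was another 3′UTR. It stayed at a pseudocount of 0.0005 and with libraries centred on their median. Regulon slope differences were 0.058 ± 0.067 for Esrrb, 0.028 ± 0.044 for Klf2, 0.023 ± 0.048 for Klf4, 0.087 ± 0.063 for Nanog, 0.0072 ± 0.048 for Sox2, 0.078 ± 0.056 for Tbx3 and -0.032 ± 0.078 for Zfp42 (SE). Cytosolic ribosomal protein, oxidative phosphorylation and Zfp genes were shifted toward slower loss relative to other genes (camera adjusted p = 8.5e-05, 8.4e-05 and 0.00032), and G2/M and cholesterol genes toward faster loss (0.034 and 0.0021). With an estimated correlation these 5 adjusted p were 0.60, 0.59, 0.59, 0.60 and 0.59, so none held. Adjusted over the list alone, 2 cholesterol synthesis genes, 2 let-7 targets and 1 p53 response gene were faster in KO priming cells and 1 let-7 target was slower. Of 9721 3′UTRs 949 had an unadjusted p under 0.05, 763 of them faster and 186 slower in KO priming cells, and 60.2% had a steeper slope. The count was 46 (2 slower, 44 faster) without the 3 libraries whose chase time is in doubt, and 46 (23 slower, 23 faster) with libraries centred on their median.

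The last comparison asked whether induced LIN28A-GFP alters decay, in a line that the study made from LIN28A-knockout cells. The labels of these libraries state neither when dox was added relative to the pulse and the chase nor the medium of the chase. The time of induction behind each rate, those at 0 h included, is therefore unknown. Dox-treated cells started with less label, 2.08% ± 0.150 (SD, n = 4) against 2.45% ± 0.104 (SD, n = 4) in untreated cells (exact two-sided permutation p = 0.029, the smallest possible). The rate was lower with dox in 4 of 4 pairs of the same clone, and with this pairing p was 0.125, the smallest that 4 pairs allow (exact two-sided sign-flip permutation test). Median half-lives per replicate curve were 2.96 h ± 0.116 (SD, n = 4) with dox and 3.12 h ± 0.109 (SD, n = 4) without (exact two-sided permutation p = 0.11), and for the naive regulon 2.38 h ± 0.312 and 2.42 h ± 0.157 (SD, n = 4 each, exact permutation p = 0.83). Within pairs the median half-life was shorter with dox in 4 of 4 (exact sign-flip permutation p = 0.125, the smallest possible), but in 1 of them by only 0.00054 h, in effect a tie. That of the regulon was shorter in 2 of 4 (exact permutation p = 0.75). The median log2 ratio of half-lives over 3′UTRs, -0.092, was -0.15 at an R2 limit of 0.8 and -0.018 with a log-linear fit. With limma 0 of 7356 3′UTRs passed, 402 had an unadjusted p under 0.05, and 16% of simulated changes of 0.2 log2 units per h and 44% of those of 0.5 were recovered. Among 3′UTRs with an R2 above 0.6 in both conditions, the lowest p for slower loss, all short of the threshold (adjusted p = 0.88), were in Pcyox1l (0.17 ± 0.062), Strn3 (0.22 ± 0.089), Klf8 (0.23 ± 0.094) and the overlapping Akap2 (0.19 ± 0.083) and Pakap (0.19 ± 0.085). For faster loss they were in Sobp (-0.37 ± 0.14; listed at 0 in each dox library at 6 h), Dido1 (-0.26 ± 0.099), Nectin2 (-0.22 ± 0.088), Ddx39b (-0.13 ± 0.051) and Api5 (-0.16 ± 0.065). Regulon members lay at 0.062 ± 0.059 for Esrrb, 0.095 ± 0.059 for Klf2, 0.0023 ± 0.068 for Klf4, -0.035 ± 0.071 for Nanog, 0.026 ± 0.062 for Sox2, -0.0055 ± 0.087 for Tbx3 and 0.12 ± 0.088 for Zfp42 (SE). No list differed from other genes (lowest camera adjusted p = 0.77 with the preset correlation, 0.97 with an estimated correlation). Adjusted over the list alone, 0 members passed. The dox effect differed between clones A1 and A3 for 0 of 7356 3′UTRs (limma, 529 at an unadjusted p under 0.05). The median difference of the dox effect between the clones, A1 minus A3, was -0.067 log2 units per h, against a median dox effect of -0.0070 over both. Per pair the median dox effect was -0.065 and -0.018 in clone A1 and 0.046 and 0.0083 in clone A3 (exact two-sided permutation p = 0.33, the smallest that 2 pairs against 2 allow). The mean difference between the clones was -0.068 over all times and -0.0012 without the 6 h libraries. With a pseudocount of 0.0005 the second pair of clone A3 changed sign (-0.0025).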

Values the study reported

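The study reported a median increase in decay rate of 28% for naive mRNA regulon transcripts and of 35% for an extended early pluripotency program, and stated that no such increase occurred in LIN28A-KO priming cells. Half-lives were kept where the exponential model reached an R2 above 0.6 in all conditions, which gave 6,276 transcripts.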

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

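The look at the dox effect per pair and its settings were chosen after seeing the data.

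In dox-treated iLIN28A-GFP cells at 4 h, 1 of the 4 libraries had a median T>C rate of 0.839% over the 8539 3′UTRs that passed the filter over all libraries, while the others lay between 1.02% and 1.03%. It stood apart because its gap to the nearest library took up nearly the whole range of the group. It was the library of the first pair of clone A1, with 23.3% of these 3′UTRs at 0. The others had 3.31% to 12.9% at 0. Such a share was not unique: 1 untreated library of clone A1 at 4 h, of the second pair, had 22.4% at 0. The other untreated libraries at 4 h had 5.52% to 8.78%. Among 30 sets of values tested at a level of 0.05, some such gaps arise by chance.

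The median dox effect on the slope went in opposite directions in the clones of the iLIN28A-GFP line, toward faster loss in both pairs of clone A1 (-0.065 and -0.018 log2 units per h) and toward slower loss in both pairs of clone A3 (0.046 and 0.0083). The mean difference between the clones was -0.068, with an exact two-sided permutation p = 0.33, the smallest that 2 pairs against 2 allow. It stayed between -0.082 and -0.064 with pseudocounts of 0.0005 and 0.002 and without the 0 h libraries, and was -0.0012 without the 6 h libraries, so it rests on the 6 h libraries, where many 3′UTRs are listed at 0. With a pseudocount of 0.0005 the second pair of clone A3 changed sign (-0.0025). Median half-lives, over the 3′UTRs that fitted an exponential, were not longer with dox in either clone. The first pair of clone A1 (-0.065) holds the 4 h dox library that stood apart above. The clone difference without that library was not tested.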

How the results depend on the processing

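The settings with only 0 h and 6 h, without the 0 h libraries, with identical 3′UTRs counted once, with a background of 0.002, with the sign-flip test of clone pairs, for the dox effect per pair and with the 5 libraries of doubtful time at 2.5 h or left out were chosen after seeing the data. Depth is unknown, so its share in the zeros at late times could not be separated from loss of label. Whether replicate numbers pair the naive and priming libraries could not be told. With the replicate block WT priming against WT naive gave 780 calls and KO priming against WT priming 2 in place of 5. For the clones of the iLIN28A-GFP line the block changed no call of a 3′UTR. Fewer libraries enter when a replicate or time is left out; for the other settings the cause was not tested. Slope differences are in log2 units per h and half-life ratios on the log2 scale.

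For WT priming against WT naive these values changed side, direction or size. A pseudocount of 0.002 gave the count 557 (5 slower, 552 faster), Nanog 0.0091, Tbx3 0.020. Centring each library on its median gave the count 234 (192 slower, 42 faster), Esrrb 0.045, Klf2 0.045, Nanog 0.093, Sox2 0.032, Tbx3 0.11, Zfp42 0.061, Dnmt3b 0.037, Rps4l 0.022, Cox6c 0.033, Ndufb11 0.034, Pfkp 0.046, Slc2a1 0.019, Hk2 0.027, Lama1 0.022, Fn1 0.11. Subtracting a background of 0.001 gave the count 1530 (8 slower, 1522 faster). Leaving out 6 h gave the count 2 (0 slower, 2 faster), Zfas1 0.048, Dio3 0.076, Dnmt3b 0.097, Col4a1 -0.62, Lama1 0.12, Fn1 0.021. Naive chase times of 0, 1, 3 and 6 h alone gave Nanog 0.00019, Tbx3 0.0030, Fn1 0.0013. The 0 h and 6 h libraries alone gave Nanog 0.0037, Tbx3 0.0096. Leaving out 0 h gave the count 38 (0 slower, 38 faster), Nanog 0.041, Tbx3 0.037, Lama1 0.038, Fn1 0.033. Subtracting 0.002 gave the count 2025 (10 slower, 2015 faster), the regulon half-life ratio -0.54. A time of 2.5 h for the 2 libraries in doubt gave Tbx3 0.00015, the regulon half-life ratio -0.55. Leaving out the 2 libraries in doubt gave Tbx3 0.0020, the regulon half-life ratio -0.37. Dropping the R2 limit gave the regulon half-life ratio -0.57, the overall half-life ratio -1.05. A log-linear fit gave the regulon half-life ratio -0.19, the overall half-life ratio -0.25. Leaving out each replicate number in turn gave the count from 35 to 850, Tbx3 from -0.032 to 0.030, Lin28a from -0.050 to 0.56, Zfp42 from -0.098 to 0.010, Sox3 from -0.45 to 0.018, Fn1 from -0.015 to 0.016, the overall half-life ratio from -0.59 to -0.37.

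For KO priming against WT priming these values changed side, direction or size. A pseudocount of 0.0005 gave Zfp42 -0.0087. A pseudocount of 0.002 gave the count 0. A value above 0 in every library in place of the filter on the mean gave the count 0. Centring each library on its median gave the count 26 (3 slower, 23 faster), Zfp42 -0.048, Lin28a -0.061. Subtracting a background of 0.001 gave the count 2 (0 slower, 2 faster), Lin28a -0.00077. The replicate block gave the count 2 (1 slower, 1 faster). Leaving out 6 h gave the count 13 (13 slower, 0 faster), Klf4 0.11. Robust variance moderation gave the count 0. The 0 h and 6 h libraries alone gave the count 0, Zfp42 -0.015. Leaving out 0 h gave the count 0, Lin28a -0.11. Subtracting 0.002 gave the count 2 (0 slower, 2 faster), Lin28a -0.013. Leaving out the 5 libraries in doubt gave the count 26 (20 slower, 6 faster), Zfp42 -0.0014, the regulon half-life ratio 0.29, the overall half-life ratio 0.28. Dropping the R2 limit gave the overall half-life ratio 0.77. A log-linear fit gave the regulon half-life ratio 0.24, the overall half-life ratio 0.27. Leaving out each replicate number in turn gave the count from 0 to 0, Zfp42 from -0.035 to 0.073, Lin28a from -0.041 to 0.046, the overall half-life ratio from 0.34 to 0.46.

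For KO priming against WT naive these values changed side, direction or size. A pseudocount of 0.0005 gave the count 18 (2 slower, 16 faster), Klf2 -0.0082, Klf4 -0.00014, Sox2 -0.026. A pseudocount of 0.002 gave the count 0, Zfp42 0.025. A value above 0 in every library in place of the filter on the mean gave the count 0. Centring each library on its median gave the count 46 (23 slower, 23 faster), Zfp42 0.013. Subtracting a background of 0.001 gave the count 19 (2 slower, 17 faster), Klf2 -0.044, Klf4 -0.033, Sox2 -0.077, the overall half-life ratio -0.15. Leaving out 6 h gave the count 0, Zfp42 0.15, Kdm3b 0.081. Naive chase times of 0, 1, 3 and 6 h alone gave the count 0, the regulon half-life ratio 0.11, the overall half-life ratio 0.0093. The 0 h and 6 h libraries alone gave the count 0, Klf4 -0.0032. Leaving out 0 h gave Sox2 -0.0060, and the count stayed at 1 although the Ddias call was lost. Subtracting 0.002 gave the count 44 (3 slower, 41 faster), Esrrb -0.028, Klf4 -0.086, Nanog -0.011, Sox2 -0.037, the regulon half-life ratio -0.14, the overall half-life ratio -0.21. A time of 2.5 h for the 3 libraries in doubt gave the count 21 (2 slower, 19 faster), the overall half-life ratio -0.17. Leaving out the 3 libraries in doubt gave the count 46 (2 slower, 44 faster), the regulon half-life ratio -0.15, the overall half-life ratio -0.26. An R2 limit of 0.8 gave the overall half-life ratio -0.13. Dropping the R2 limit gave the regulon half-life ratio 0.066, the overall half-life ratio -0.31. A free intercept gave the regulon half-life ratio 0.031. A log-linear fit gave the regulon half-life ratio 0.047, the overall half-life ratio 0.0087. Leaving out each replicate number in turn gave the count from 0 to 1, Klf2 from -0.0023 to 0.045, Sox2 from -0.015 to 0.020, Zfp42 from -0.098 to 0.029, Lin28a from -0.090 to 0.57, the regulon half-life ratio from -0.045 to 0.024.

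For dox against untreated these values changed side, direction or size. A pseudocount of 0.0005 gave Klf4 -0.0039. A pseudocount of 0.002 gave Tbx3 0.023. Centring each library on its median gave Tbx3 0.012. Subtracting a background of 0.001 gave Klf4 -0.013, Tbx3 0.020. Leaving out 6 h gave Esrrb -0.028, Klf4 -0.0088, Sox2 -0.0077, Tbx3 0.0049, Zfp42 -0.16. The 0 h and 6 h libraries alone gave the count 1 (1 slower, 0 faster), Klf4 -0.016, Tbx3 0.011. Subtracting 0.002 gave Klf4 -0.015, Tbx3 0.055. An R2 limit of 0.8 gave the overall half-life ratio -0.15. A log-linear fit gave the overall half-life ratio -0.018. The exact sign-flip test of the clone pairs gave the difference in the 0 h rate in percent -0.367 at p = 0.125, the smallest that 4 pairs allow, so it could not pass. Leaving out each replicate number in turn gave Klf4 from -0.066 to 0.045, Tbx3 from -0.036 to 0.018.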

Other observations

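The tests of a constant background, of the separate tables and of a late start of the fall in KO priming cells, and the exchange of whole replicate curves, were chosen after results had been seen. No biological explanation was tested for the patterns below, and a change in new transcription, which alters the dilution of label, stays open for each.

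Faster loss of label in WT priming than in WT naive cells covered most 3′UTRs. A chase of 2.5 h for the libraries of uncertain time left the median log2 half-life ratio at -0.60. The median rate hardly fell in the first hour in WT naive cells (2.00% to 1.99%) but fell in WT priming cells (1.54% to 1.36%). Without the 0 h libraries 38 calls were left, so a late start of the fall in WT naive cells stays open as a part of the difference. KO priming cells, from the same table as WT priming, had a median slope difference of -0.027 against WT naive cells, but no naive library stands in that table, so state and batch cannot be told apart. When whole replicate curves were exchanged, with replicate 4 of WT naive left out, the 10 possible splits were too few for a share under 0.05: the real one, 1 of the 10, gave 850 calls and the highest other 0.

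Slower loss of label in KO priming than in WT priming cells was as broad. With a background of 0.002 subtracted the median log2 half-life ratio stayed at 0.37, which argues against a constant background of that size as the whole cause. The real background is unknown, so a larger one stays open. With the same subtraction the slope test gave 2 calls (0 slower, 2 faster). The shift may instead reflect a late start of the fall from a low 0 h rate: without the 0 h libraries the median slope difference was 0.025, and with 1 replicate number left out as well it ranged from -0.017 to 0.062, so this cannot be told apart from slower decay. The 10 splits of the replicate curves were again too few for a share under 0.05, with 5 calls in the real split and 0 as the highest other. The absolute median slope difference was 0.056 in the real split and reached 0.048 in another.

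Klf4 lost label more slowly in WT priming cells. A single replicate may carry this difference: the smallest value with 1 replicate number left out was 0.13 ± 0.049 (SE), more than 0.083, the size that would mark a loss of most of the effect, but by less than its error. Klf4 has 1 annotated 3′UTR interval here, so a second interval plays no part.

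For KO priming against WT naive cells the 10 splits of the replicate curves were also too few for a share under 0.05. The real split gave 1 call and the highest other 0. The absolute median slope difference was 0.025 in the real split, and the largest others lay between 0.038 and 0.042. Exchanging single libraries of the same chase time instead gave as many calls as the real split in 3 of 99 other splits between WT priming and WT naive cells (highest 4817, real 885), in 1 of 99 between KO and WT priming cells (highest 25, real 5) and in 3 of 99 between KO priming and WT naive cells (highest 4441, real 1), while 94, 95 and 96 of the 99 gave 0. Nearly all gave 0 and a few gave several times the real count. Such splits mix conditions that start from different rates, so chance cannot be judged from them. The cause of the few high counts was not tested. The highest splits between KO priming and WT naive cells gave 4441 and 4186 calls. They kept the condition of 6 of 6 libraries at 0 h and of 0 of 6 at 6 h. The highest between WT priming and WT naive cells (4817) kept 2 of 6 at 0 h and 6 of 6 at 6 h. For dox against untreated cells (35 of 35 splits of the replicate curves) and for the difference between clones (100 of 100 splits) the real count was 0, which every split reaches, so these splits say nothing about chance; the highest others gave 1 and 3.

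Half-lives fitted with an R2 above 0.6 in the 3 naive and priming conditions were obtained for 1030 3′UTRs, and in all 5 conditions for 359. These counts are lower than the number of transcripts quoted from the study above.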
